A study of Homo sapiens with 18 samples. Its data were reported in "Understanding the Dosage-Dependent Role of Dicer1 in Thyroid Tumorigenesis" (2024).

How the data were processed

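Messenger RNA was sequenced in 18 libraries, 3 replicates of each of 6 groups: TPC1 and its Dicer1 (+/-) clone D11, each non-transfected (NT), transfected with a negative control siRNA (NC) or transfected with siRNA against Dicer1 (siDicer). The labels state 5 nM of siRNA, RNA collection on day 4 after transfection and stranded poly-A selected library preparation. Per the methods of the study, the authors aligned paired-end reads to GRCh38 with STAR, counted them per gene of Ensembl release 90 with HTSeq and scaled each library to 20 M aligned reads (M for the SI prefix mega). The strand setting of the counting is not stated, so the values of overlapping and antisense genes are uncertain, and those of multigene families depend on how shared reads were handled.

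The authors deposited a single table of 58302 genes and 18 columns whose values are a normalised score and not read counts: each value is the gene's reads times 20 M over the library total, rounded up to a whole number. The column totals were 20010707 to 20018484, and 16 columns skip whole numbers at regular steps, while the other 2 hold some whole numbers more often at regular steps. The step gave the value of 1 read, 0.861 to 1.77, and from it a depth of 11.3 to 23.2 M reads per library, with a median of 15.9 M. In 16 libraries, 99.75% to 99.96% of values came back as whole reads. In TPC1 siDicer replicates 1 and 3, where 1 read is worth less than 1, reads came back to within a few. Recovered reads entered only an alternative test, the floor and the comparison of replicates.

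The design was written for counts, with the edgeR quasi-likelihood test that the authors name in their methods, and it named limma-trend in case the table held values scaled to 20 M reads. The table does, so edgeR was not used here, and the planned DESeq2 alternative was not run for the same reason. Planned scaling by the library total alone is identical to the main setting, because the columns already share a total. Values were taken as log2(value + 1), and a fold change on this scale understates the change of low genes. Genes entered a fit with a value of at least 10 in at least 3 of its libraries. limma 3.58.1 in R 4.3.3 was used (lmFit, eBayes with trend), with Benjamini-Hochberg adjustment over the genes of a comparison. A gene was called at an adjusted p under 0.05 and a fold change of at least 1.5. The siDicer libraries of a line were tested against its NT and NC libraries as one control group, as the text of the study describes it, then NC against NT in each line, D11 against TPC1 in the 12 control libraries with transfection as a term, and the interaction of line and condition over 18 libraries. These choices, the gene lists and the alternatives, apart from those named below as added, were fixed before the data were examined.

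Groups were taken from the sample descriptions. Titles and descriptions name different groups for 12 of the 18 samples, and DICER1 per library follows the descriptions. Groups from the titles were run as an alternative. Named genes followed a rule fixed in advance: DICER1; 10 cell cycle regulators; in each siDicer comparison the 5 higher and 5 lower calls with the largest fold change among those with a group mean of at least 100 and no overlap between groups; 3 each way by the same rule in NC against NT and in D11 against TPC1; and of each other list the 3 members with the smallest adjusted p in D11. Some genes that met this rule are not reported here. Gene positions come from GENCODE release 44 on GRCh38, matched by gene identifier. The CRISPR guide was matched to chromosome 14 of GRCh38 on both strands.

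There were 8 gene lists, written by hand: S phase, G2M phase, cell motility, let-7 targets, miRNA pathway, interferon response, p53 targets and the cell cycle regulators of the study. CCNB2, CCNE2 and CDKN1A are each in 2 lists. Lists were tested with camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 32 tests, and checked with fry and with an estimated correlation.

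Whether replicate numbers pair the libraries was checked by the correlation of deviations from the group means between libraries with the same number. In D11, 9 of 9 pairs of libraries with the same number exceeded 0.1 (0.106 to 0.473), so the numbers were taken to pair the D11 libraries. Libraries with different numbers correlated at -0.491 to 0.180. The labels do not say what a number marks. The block was kept as an alternative, as designed.

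The alternatives were TMM and RLE scaling, no filter on low values, a mean of at least 100, pseudocounts of 0.1 and 10, no fold change minimum, NT or NC alone as the control, a replicate block, a fit of all 18 libraries, groups from the titles, and leaving out each library in turn. Chosen after seeing the data were voom on recovered reads, removal of GC content and length trends within each library, the interaction with the 6 groups as terms, TMM scaling and NT alone for the gene lists, and the block for the correlation of the lines.

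Sequence sites were examined by ranking all 7-base words with at least 100 genes. For each comparison, log2 changes were adjusted by splines for the length and GC content of the 3' untranslated region and for the mean, and values beyond the outer 0.5% were set to its edges. Genes with a word were set against genes without it as a z score, in 12841 to 13192 genes with a region of at least 50 bases. Sites of 26 broadly expressed and 6 tissue-restricted miRNA families came from a list of seed sequences written by hand.

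The limma script was tested on data simulated for the D11 siDicer comparison, with 200 changed genes among 18480. It called 97.0% of the 100 genes changed 2-fold and gave a limma adjusted p under 0.05 to 59.0% of those changed 1.5-fold. There were 6 false calls among 153. The simulated genes were independent and shared a fixed dispersion, without replicate effects or a difference between NT and NC. The changed genes lay above the filter on low values. These rates therefore need not carry over to the real libraries. The site ranking was tested on 12948 genes with a single shuffle of the TPC1 changes between NC and NT. The z scores there lay between -4.02 and 3.29, and a spiked site ranked 1 of 15953. Values at or below 3 reads were treated as at the floor, which covers counting error only. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Single-gene values of the other heterozygous clones and the siRNA sequences were not used here.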

Results

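RNA sequencing was carried out on TPC1 cells, a line derived from a human papillary thyroid carcinoma, and on D11 cells, a Dicer1 (+/-) clone of TPC1 made with CRISPR-Cas9. Cells were non-transfected (NT), transfected with a negative control siRNA (NC) or transfected with siRNA against Dicer1 (siDicer), each siRNA at 5 nM. RNA was collected on day 4 after transfection. There were 6 groups of 3 libraries, 18 libraries in all, and the NT and NC libraries of a line formed its control group of 6. In TPC1, the depth of replicates 1, 2 and 3 was 19.9, 17.2 and 11.5 M reads in NT, 11.3, 16.1 and 18.6 M reads in NC, and 23.2, 16.9 and 21.3 M reads in siDicer. In D11 it was 16.3, 13.3 and 14.7 M reads in NT, 15.2, 11.6 and 15.3 M reads in NC, and 15.7, 13.6 and 16.8 M reads in siDicer. Expression is given as the normalised read count per 20 M reads, and 1 read was worth 0.861 to 1.77 of these units. The titles and descriptions of 12 of the 18 samples name different groups, and the groups here follow the descriptions.

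The targeted gene was examined first, in every library. DICER1 (ENSG00000100697) lies on the minus strand of chromosome 14, from 95086228 to 95158010 (GRCh38). In TPC1 its normalised read counts were 1582, 1510 and 1397 in NT replicates 1 to 3, 2492, 1901 and 2366 in NC, and 255, 395 and 246 in siDicer. In D11 they were 655, 1157 and 923 in NT, 1536, 1433 and 1407 in NC, and 297, 451 and 277 in siDicer. Every siDicer library thus lay below every control library of its line, which follows the descriptions. The siDicer mean was 299 ± 83.5 (SD, n = 3) against 1875 ± 463 (SD, n = 6) in the TPC1 control group, or 15.9% of it. In D11 the siDicer mean was 342 ± 95.2 (SD, n = 3) against 1185 ± 342 (SD, n = 6), or 28.8%. On the log2 scale the change was -2.65 (SE 0.21) in TPC1, with a limma adjusted p of 0.000337. In D11 it was -1.77 (SE 0.25), with a limma adjusted p of 0.000649. The change kept its side of the threshold in each setting that was run with the groups of the descriptions, and leaving out each library in turn gave -2.86 to -2.52 in TPC1 and -1.98 to -1.63 in D11. The difference between the lines in this change was 0.88 (SE 0.36), which did not pass the threshold in the interaction test (unadjusted p 0.0233, adjusted p 1.00 by limma). In both lines, replicate 2 of siDicer kept the most DICER1, 21.1% of the control mean in TPC1 and 38.1% in D11. The other siDicer libraries kept 13.1% to 25.1%. An antisense gene and a microRNA gene overlap DICER1, and the strand setting of the read counting is not stated.

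**Figure D1:**
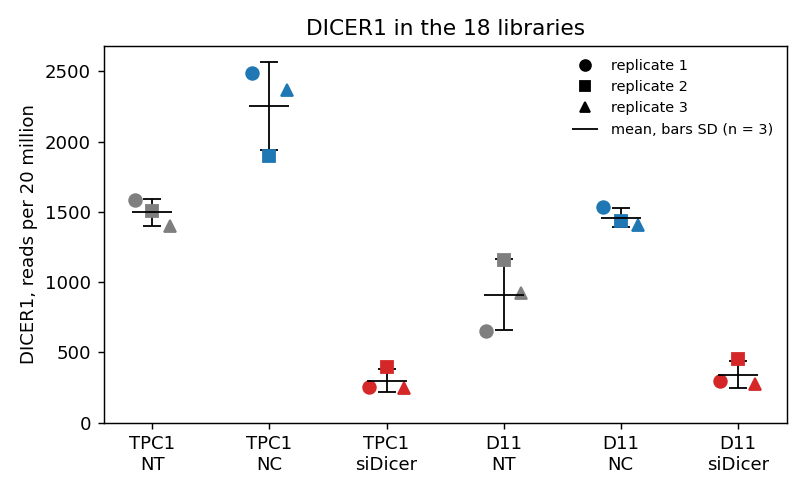
Normalised read count of DICER1 per 20 M reads in each of the 18 libraries, by line and group; points are libraries and bars are group means with the SD. All 6 siDicer libraries, at 246 to 451, lay below the 12 control libraries, at 655 to 2492.

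The first comparison asked which genes changed when Dicer1 was knocked down in TPC1. Of 18475 genes tested, 594 were higher and 769 lower in siDicer than in the control group at a limma adjusted p under 0.05 with a fold change of at least 1.5. An unadjusted p under 0.05 was reached by 5629 genes. With TMM scaling the counts were 684 and 682 and with RLE scaling 713 and 659, so the excess of lower genes depends on the scaling. Among the other settings that kept the groups and every library, dropping the fold change minimum moved the counts most, to 1086 and 1466. The counts rested partly on single siDicer libraries. They were 159 and 287 without siDicer replicate 1, 168 and 259 without replicate 3, and 844 and 1250 without replicate 2. The largest rises among genes with a group mean of at least 100 and no overlap between groups were those of SYP, AL356234.2, F2RL1, BAAT and GOLGA7B. SYP (chromosome X, 49187815 to 49200218) went from 20.7 ± 6.25 (SD, n = 6) to 226 ± 50.3 (SD, n = 3), a log2 change of 3.42 (SE 0.26, limma adjusted p 0.000337). AL356234.2 went from 13.8 ± 6.97 to 113 ± 19.4, F2RL1 from 24.0 ± 8.74 to 231 ± 143, BAAT from 49.0 ± 35.6 to 353 ± 191, and GOLGA7B from 19.7 ± 7.06 to 151 ± 62.7. The largest falls by the same rule were those of CXCL8, SLPI, PHEX, TSPAN1 and CA2. CXCL8 (chromosome 4, 73740519 to 73743716) went from 324 ± 181 (SD, n = 6) to 56.0 ± 20 (SD, n = 3), a log2 change of -2.37 (SE 0.44, limma adjusted p 0.00748). The log2 changes of SLPI, PHEX, TSPAN1 and CA2 were -2.29, -2.15, -2.07 and -1.95. BAAT, SLPI and CA2 were no longer called without siDicer replicate 1 (2.70, -2.28 and -1.91) or without replicate 3 (2.60, -1.81 and -1.42), and CXCL8 was not called without replicate 3 (-2.26). SLPI and CA2 were also not called against NC alone (-2.29 and -1.88). SYP, BAAT, GOLGA7B, F2RL1, PHEX, TSPAN1, CA2 and AL356234.2 overlap other genes, so their values are uncertain where the counting did not use strand.

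In D11 the same comparison asked what further loss of Dicer1 did in heterozygous cells. Of 18413 genes tested, 969 were higher and 1243 lower in siDicer than in the control group, and 6542 had an unadjusted p under 0.05. The counts were 1128 and 1068 with TMM scaling and 1133 and 1062 with RLE scaling, again without the excess of lower genes. Without siDicer replicate 3 the counts were 592 and 782. Among genes with a group mean of at least 100 and no overlap between groups, COL6A5, TRIM67, AL356234.2 and F2RL1 were among those that rose most. COL6A5 (chromosome 3, 130345516 to 130484846) went from 7.17 ± 10.3 (SD, n = 6) to 109 ± 117 (SD, n = 3), so its size is poorly fixed. TRIM67 went from 63.5 ± 55.1 to 521 ± 124, AL356234.2 from 12.3 ± 5.61 to 119 ± 38.2, and F2RL1 from 28.3 ± 12.5 to 246 ± 82.8. By the same rule CXCL8, TSPAN1, RFX8, PHEX and TPD52 fell most, with log2 changes of -2.39, -2.25, -2.19, -2.09 and -1.88. TSPAN1 (chromosome 1, 46175073 to 46185962) went from 305 ± 49.6 (SD, n = 6) to 63.3 ± 12.2 (SD, n = 3), with a limma adjusted p of 4.04e-05. TRIM67 and TPD52 also overlap other genes.

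Cyclins and cyclin-dependent kinase inhibitors were examined because the study followed them as cell cycle regulators. Of the genes of cyclins A and B, CCNA1, CCNA2, CCNB1 and CCNB2 were examined, and each was called lower in siDicer in both lines. CCNB1 (chromosome 5, 69167135 to 69178245) went from 4922 ± 669 to 2892 ± 432 in TPC1, a log2 change of -0.77 (SE 0.13, limma adjusted p 0.0050). In D11 it went from 5405 ± 667 to 2682 ± 324, a change of -1.01 (SE 0.11, limma adjusted p 0.000187). CCNB2 changed by -0.79 in TPC1 and -0.87 in D11, and CCNA2 by -0.67 and -0.86. The CCNA2 call in TPC1 was lost against NT alone (-0.57), with the GC and length trend removed (-0.58), without siDicer replicate 1 (-0.58) and without siDicer replicate 3 (-0.63). CCNA1 was a low gene, at 75.2 ± 67 in the TPC1 control group and 9.0 ± 2.65 in siDicer. Its change was -2.44 (SE 0.70) in TPC1 and -2.69 (SE 0.57) in D11. Within the controls it had a lower mean in NC (33.3 in TPC1 and 19.3 in D11) than in NT (117 and 58.7). The size of its change thus depends on the control used. In D11 siDicer it was at 4.0 ± 1.73, near the floor of 3 reads, so the size of its D11 change is poorly fixed. In TPC1 its call was lost against NC alone (-1.47), with a pseudocount of 10 (-1.80), without the filter on low values (-2.44) and with voom (-2.60). It was also lost without siDicer replicate 1, 2 or 3 (-2.38, -2.65 and -2.30), without NT replicate 1 or 3 (-2.41 and -2.27) and without NC replicate 2 (-2.37). Of the cyclin E genes, CCNE2 changed by -0.84 in D11 (SE 0.13, limma adjusted p 0.00108), which was called, and by -0.69 in TPC1 (SE 0.26, limma adjusted p 0.102), which was not. Without siDicer replicate 2 the TPC1 value was -1.01, and without NT replicate 2 it was -0.83, and each was called, as was the value in a fit of all 18 libraries (-0.69). The difference between the lines was -0.15 (SE 0.31, unadjusted p 0.623). CCNE1 changed by 0.22 in TPC1 and 0.03 in D11 and was not called, and its direction turned against NC alone (-0.014 and -0.035). CCND1 was higher by 0.50 in both lines, with limma adjusted p-values of 0.0238 in TPC1 and 0.00799 in D11, below the fold change minimum. CDKN1B was likewise higher by 0.43 and 0.52, with limma adjusted p-values of 0.0423 and 0.00694. CCND1 was called against NC alone in both lines (0.63 in each), and CDKN1B against NT alone in D11 (0.66). CDKN1A changed by 0.12 and 0.22 and CDKN2A by -0.10 and -0.27, and neither was called. The TPC1 direction of CDKN1A and of CDKN2A turned against NC alone (-0.18 and 0.009). No member of this list changed direction under TMM or RLE scaling. Over the 10 genes of the list, 4 were called lower in TPC1 and 5 in D11, and adjusted over the list alone the counts were 5 and 5. The list was taken from what the study reported for these cells, so the counts adjusted over the list alone are not independent evidence. CCNA2, CCNB2, CCNE2, CCND1, CDKN1A, CDKN1B and CDKN2A overlap other genes.

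Gene lists written by hand were tested in each siDicer comparison, in D11 against TPC1 and in the interaction, a family of 8 lists and 32 tests. The 54 genes of the G2M phase list had a median log2 change of -0.55 in TPC1 (camera adjusted p 6.9e-20, 53 genes lower) and -0.64 in D11 (camera adjusted p 2.9e-22, 53 genes lower). Of these genes 23 were called lower in TPC1 and 32 in D11, and adjusted over the list alone the counts were the same, 23 and 32. The 43 genes of the S phase list had medians of -0.44 in TPC1 (camera adjusted p 8.6e-09) and -0.57 in D11 (camera adjusted p 6.6e-16), with 43 of 43 genes lower in each line. Here 9 were called lower in TPC1 and 19 in D11, and adjusted over the list alone 12 and 19. In single libraries the G2M median lay below all 6 control libraries in 3 of 3 siDicer libraries of each line. The S phase median did so in 3 of 3 in D11 and 2 of 3 in TPC1, where siDicer replicate 2 was at -0.08 and NT replicate 2 at -0.36. AURKA, KIF2C and PIMREG had the smallest adjusted p-values of the G2M list in D11, with changes of -1.11, -0.99 and -1.01. RRM2 and CENPU were among the smallest of the S phase list, with -0.94 and -0.98. Of the 32 camera tests, 14 had an adjusted p under 0.05. Of these, 8 held under fry, among them G2M in both lines and S phase in D11 but not in TPC1 (fry adjusted p 0.123). With the correlation between genes estimated from the data, 0 of the 14 held.

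**Figure D2:**
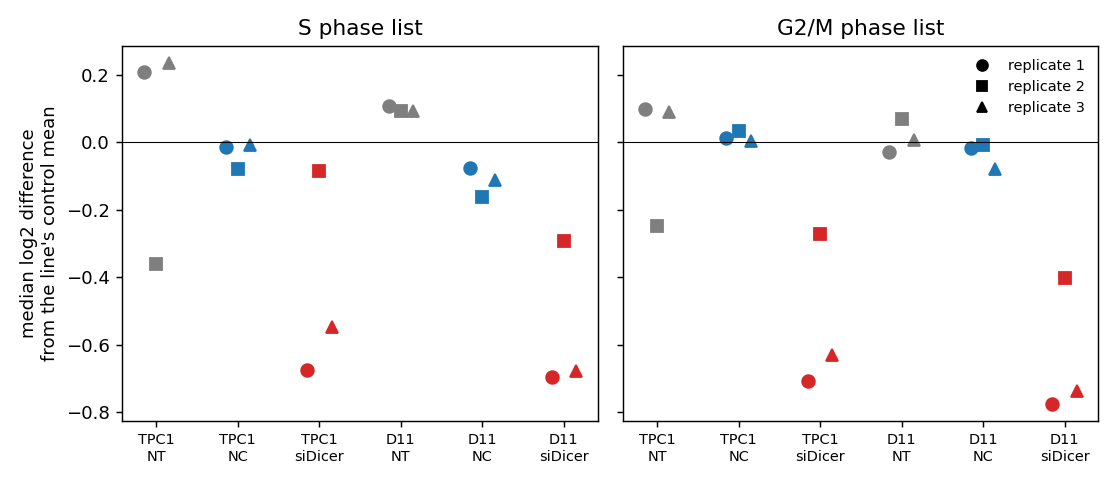
Median log2 difference from the mean of the line's control libraries, over the genes of the S phase list and of the G2M phase list, in each library by line and group. In G2M the siDicer libraries lay between -0.78 and -0.27 and the control libraries between -0.25 and 0.10; in S phase TPC1 siDicer replicate 2 lay within the range of its controls.

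The motility list, 61 genes tested, had a median change of 0.16 in TPC1 (camera adjusted p 0.000267) and 0.17 in D11 (camera adjusted p 0.00013), and both held under fry (0.0118 and 0.0407). Its median was above all control libraries in 3 of 3 siDicer libraries of each line. In TPC1 13 genes were called higher and 2 lower, and in D11 15 and 1; adjusted over the list alone these were 14 and 3, and 15 and 1. The members with the smallest adjusted p in D11 went both ways. MMP2 rose by 2.05 (SE 0.25), from 1751 ± 601 to 7033 ± 1470, and RHOB by 1.83 (SE 0.20), while AXL changed by -1.39 (SE 0.17). The let-7 target list had medians of 0.37 over 19 genes in TPC1 (camera adjusted p 0.00013, fry 0.0147) and 0.40 over 18 genes in D11 (camera adjusted p 8e-05, fry 0.0118). It lay above all control libraries in 3 of 3 siDicer libraries of each line. In TPC1 7 of its genes were called higher and in D11 8, and adjusted over the list alone 7 and 8. IGF2BP3, HIC2 and NR6A1 rose by 0.83, 1.21 and 1.28 in D11. The p53 target list had medians of 0.17 and 0.19 (camera adjusted p 0.00725 and 0.000465), which did not hold under fry (0.391 and 0.0703). In TPC1 that result was also lost against NC alone (0.06) and without siDicer replicate 1 (0.16). It had 2 genes called higher in TPC1 and 4 in D11, and adjusted over the list alone 1 and 4. SESN2, SESN1 and BBC3 rose by 1.02, 1.05 and 0.80 in D11. The interferon response list had medians of -0.18 and -0.13 (camera adjusted p 0.562 and 0.412). Against NC alone its D11 median was -0.316, past the camera threshold. The list was, however, higher in NC than in NT, by a median of 0.218 in TPC1 and 0.258 in D11, without a list test. Part of its fall against the control group may therefore lie in the NC libraries. In D11 8 of its genes were called lower and 0 higher, and adjusted over the list alone 8 and 1; in TPC1 2 were called lower, and adjusted over the list alone 1. OAS3, ISG15 and IFI35 changed by -0.72, -0.98 and -0.77 in D11, and OAS3 was not called without siDicer replicate 3 (-0.58) or IFI35 against NC alone (-0.58). The miRNA pathway list had medians of 0.16 and 0.19 (camera adjusted p 0.281 and 0.228) and 0 calls over all genes or adjusted over the list alone; AGO1, TNRC6A and TNRC6C had its smallest p-values in D11, with limma adjusted p-values of 0.0881, 0.104 and 0.134. Against NT alone the D11 median was 0.225, past the camera threshold, and TNRC6A and TNRC6C were called (0.95 and 0.88). They were also called without NC replicate 1 (0.65 and 0.68), and against NC alone they were not (0.14 and 0.20). The cell cycle regulator list had medians of -0.39 and -0.55 (camera adjusted p 0.24 and 0.118), with fry values of 0.0266 and 0.0118, and the D11 list passed the camera threshold without siDicer replicate 2 (-0.68) and without the filter on low values (-0.55).

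The siDicer effects in the lines were then compared, since they share no library. Across 18037 genes tested in both, the log2 changes had a Pearson correlation of 0.868 and a Spearman correlation of 0.845; genes are not independent replicates. Filtering to a mean of at least 100 moved the Pearson value most, to 0.943. Among these genes 1349 were called in TPC1 and 2189 in D11, and 1101 in both, of which 1101 had the same sign. Of the TPC1 calls, 99.9% had the same sign in D11, and of the D11 calls 99.9% had the same sign in TPC1. The interaction test asked whether any gene responded differently in the 2 lines. Of 19181 genes, 0 were called higher or lower in D11 relative to TPC1, and 133 had an unadjusted p under 0.05, fewer than the 959 that chance gives, so a difference between the lines is not excluded. The G2M list (-0.08, camera adjusted p 0.000267) and the S phase list (-0.14, camera adjusted p 0.000199) fell slightly more in D11, which did not hold under fry (0.70 and 0.723). Without TPC1 siDicer replicate 2 the direction turned (0.05 in each list), and it also shrank or turned without TPC1 NT replicate 2 (-0.05 and -0.06), D11 siDicer replicate 1 (0.01 and -0.02) or D11 siDicer replicate 3 (-0.06 and -0.09). Without D11 siDicer replicate 2 the difference grew, to -0.22 in G2M and -0.31 in S phase. Without TPC1 siDicer replicate 1 the p53 target list differed by 0.163, and without D11 siDicer replicate 2 the cell cycle regulator list by -0.247, each past the camera threshold.

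**Figure D3:**
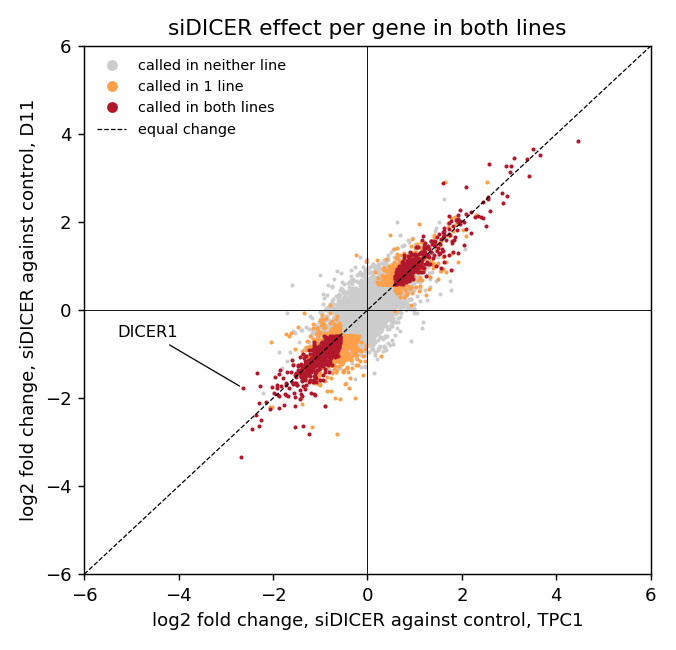
Log2 change between siDicer and control in TPC1 (horizontal) and in D11 (vertical), each point a gene tested in both lines. The 18037 genes had a Pearson correlation of 0.868, and 1101 genes were called in both lines with the same sign.

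The negative control siRNA was compared with no transfection in each line, because NT and NC were joined as the control group. In TPC1, 6 genes were higher and 14 lower in NC among 18008 tested, with 2003 at an unadjusted p under 0.05, where chance gives 5%. In D11, 27 were higher and 36 lower among 17992 tested, with 2447 at an unadjusted p under 0.05. In D11, where replicate numbers paired the libraries, a replicate block raised the counts to 195 and 120. In TPC1 the numbers were not taken to pair the libraries, because 7 of 9 pairs passed 0.1. The TPC1 correlations were still all above 0 (0.086 to 0.509, against 0.106 to 0.473 in D11), and the block gave 300 and 265. The counts of both lines thus depend on whether the replicate number is used, and those without it may miss differences. The counts depended on single libraries. In TPC1 they were 0 and 0 without NC replicate 1, NC replicate 3 or NT replicate 3, 2 and 6 without NT replicate 1, and 20 and 35 without NT replicate 2. Without NC replicate 2, 6 genes were lower. In D11 they were 0 and 0 without NC replicate 2 or NT replicate 3, 2 and 5 without NC replicate 1, 0 and 3 without NC replicate 3, and 46 and 55 without NT replicate 1. The genes named in this paragraph were no longer called in some of these fits, and some of them also not without the filter on low values, with voom or, for DCP2, with RLE scaling, in the same direction throughout. The clearest fall in TPC1 was that of EIF5A2 (chromosome 3, 170888418 to 170908644), from 2092 ± 184 in NT to 824 ± 32.7 in NC (SD, n = 3 each), a log2 change of -1.34 (SE 0.10, limma adjusted p 0.00892). In D11 its means were 2093 ± 195 and 779 ± 33.2. HSPB1 fell in D11 from 2310 ± 313 to 844 ± 70.6, a log2 change of -1.45 (SE 0.13, limma adjusted p 0.00786). The largest falls in TPC1 also included JDP2 (-1.66) and LMLN (-1.60), and those in D11 HIST1H4I (-1.53) and HIST1H2BK (-1.50), which belong to a multigene family and are uncertain. DMBT1 rose in both lines, by 1.73 (SE 0.19, limma adjusted p 0.0224) and 1.43 (SE 0.19, limma adjusted p 0.0310). PXDNL (1.35) and DCP2 (0.88) rose in TPC1, and CES4A (1.55) and MAP3K7CL (1.37) in D11. DICER1 itself was higher in NC than in NT, by 0.58 in TPC1 (SE 0.12, limma adjusted p 0.133) and 0.71 in D11 (SE 0.18, limma adjusted p 0.153), and it was called in D11 with the replicate block (adjusted p 0.0460). PXDNL, DCP2, JDP2, LMLN, CES4A and MAP3K7CL overlap other genes.

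The control libraries of D11 were compared with those of TPC1 to ask what heterozygous loss of Dicer1 had changed before the knockdown. There was 1 clone, so genotype and clone cannot be separated here. Of 18814 genes, 27 were higher and 164 lower in D11, with 1853 at an unadjusted p under 0.05. With genes at a mean of at least 100 alone, the counts were 7 and 38. DICER1 was lower in D11 by -0.68 (SE 0.12, limma adjusted p 0.00561). Its D11 mean was 60.9% of the TPC1 mean in NT and 64.7% in NC. Without D11 NT replicate 1 the change was -0.58, just under the fold change minimum, and DICER1 was not called from the NT libraries alone (-0.75) or the NC libraries alone (-0.62). The guide given for the edit, GCCGTGTTGATTGTGACTCGTGG with its PAM, matched chromosome 14 at 95115685 to 95115707 on the plus strand, inside exon 11 of the DICER1 transcript (95115667 to 95115821). TENM2, PRAME and CORO1A were the largest rises by the naming rule. TENM2 (chromosome 5, 166979029 to 168264157) went from 10.8 ± 7.81 in TPC1 to 142 ± 71.7 in D11 (SD, n = 6 each), a log2 change of 3.73 (SE 0.32, limma adjusted p 1.16e-05), and PRAME rose by 1.89. CORO1A rose by 1.09 and was not called from the NT or the NC libraries alone (1.22 and 0.96). EMC10, LUM and MYD88 were the largest falls. EMC10 (chromosome 19, 50476400 to 50490871) went from 293 ± 52.9 to 5.17 ± 6.94, a log2 change of -6.35 (SE 0.55, limma adjusted p 1.51e-05). MYD88 (chromosome 3, 38138552 to 38143024) went from 195 ± 14.3 to 10.8 ± 5.15, a log2 change of -4.24 (SE 0.31, limma adjusted p 3.39e-06). LUM had at most 1 read in any D11 control library against a mean of 114 ± 26.0 in TPC1, which makes it at least 22-fold lower against a floor of 3 reads. Among the gene lists, the p53 target list was higher in D11 by a median of 0.30 (24 of 26 genes, camera adjusted p 2.1e-13, fry 0.0183), with 0 genes called and, adjusted over the list alone, 1. The S phase list was higher by 0.11 (36 of 43 genes, camera adjusted p 0.000306), which did not hold under fry (0.613) and fell to 0.00 without TPC1 NT replicate 2. The other 6 lists were not past the threshold, but the G2M list was without TPC1 NT replicate 1 (0.043), TPC1 NT replicate 3 (0.047), TPC1 NC replicate 2 (0.040) or D11 NC replicate 3 (0.044). Their medians lay between -0.09 and 0.09, with 0 genes called and, adjusted over the list alone, 1 motility gene lower. TENM2, PRAME, CORO1A and EMC10 overlap other genes.

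A dose question was put by setting the heterozygous effect against the knockdown effect across 19181 genes, using the NT libraries for D11 minus TPC1 and the NC libraries as the baseline of TPC1 siDicer, so that no library entered both. The Pearson correlation was -0.03 and the Spearman correlation -0.09 across genes, which are not independent replicates. With the roles of NT and NC exchanged the Pearson value was 0.03. It also turned without TPC1 NC replicate 1 (0.02), TPC1 NT replicate 2 (0.03) or TPC1 siDicer replicate 2 (0.03), and was -0.11 without TPC1 NC replicate 2.

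In a principal component analysis of 19181 genes, the first component held 28.9% of the variance and the second 17.1%. On the first, 5 of the 6 siDicer libraries lay above all controls, between 33.1 and 57.0, and the controls lay between -39.5 and 5.09. TPC1 siDicer replicate 2, at 4.13, lay within the upper end of the controls. Within groups, the correlation of log2 values between replicates was 0.977 to 0.993.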

Values the study reported

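For the knockdown in D11, the study lists 1204 genes as falling and 1123 as rising, with thresholds of 1.5 on the fold change and 0.05 on the FDR. It described similar results in TPC1 cells, a fall of cell cycle genes and a rise of cell motility genes. The study is not uniform on how these genes were found. Its methods name edgeR and its text describes a control of NT and NC cells. The legend of the figure with these counts instead names DESeq2 and NC transfection as the control. Opposite to the rise of motility genes, its transwell assays counted fewer migrating and invading cells after the knockdown. The study also stated that its RNA sequencing showed no differences between NT and NC cells. It described cyclin D1, CDKN2A, CDKN1A and CDKN1B as unchanged.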

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

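The camera, fry and estimated correlation results and the fits without a library were planned. The other tests of this part were chosen after the result was seen, except the comparison of the 2 cell cycle lists with other splits of the libraries.

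The G2M phase list fell more in D11 than in TPC1 (median difference -0.078, camera adjusted p 0.000267, 43 of 54 genes), and so did the S phase list (-0.143, camera adjusted p 0.000199, 41 of 43 genes), a difference between the lines. Neither held under fry (0.70 and 0.723) or with an estimated correlation (0.692 for each). Over the 97 genes of both lists the median difference was -0.10. Exchanging libraries between the lines within control and within siDicer gave a median as low in 28 of 100 splits, the real one included, so the difference lies within what other splits of these libraries give. Without TPC1 siDicer replicate 2 it turned to 0.05, and a weaker response in that library may account for it; this library kept 21.1% of the control mean of DICER1, the most in TPC1. D11 siDicer replicate 2 kept the most in D11, 38.1%. Without it the differences grew, to -0.22 for G2M and -0.31 for S phase. Leaving out replicate 2 of siDicer in 1 line only thus moves the difference either way. A higher level in the D11 control libraries was the first candidate tested. D11 exceeded TPC1 by 0.045 in the control libraries and lay -0.049 from it in the siDicer libraries, so the difference is shared between the arms and this test leaves the candidate open. A biological difference between the lines, which the design names, stays open and untested.

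In single control libraries, 11 of 128 groups of 6 (gene and line) had a library far from the other 5, by Dixon's ratio of the gap to the range at its 95% critical value. That is 8.59%, where chance gives about 5%, or 6.40 groups. Genes of a list move together, so the number of genes examined cannot be told apart from a real excess. Of the 11, 6 had TPC1 NT replicate 2 at the edge: CCNA2 (0.705), AURKA (0.720), KIF2C (0.732), RRM2 (0.761) and HIC2 (0.636) were low there and SESN2 (0.726) was high. The others were PIMREG in TPC1 NC replicate 2 (0.637, high), CCNB1 and ISG15 in D11 NT replicate 1 (0.678 and 0.777, high), COL6A5 in D11 NC replicate 1 (0.627, high) and MYD88 in D11 NT replicate 3 (0.633, low).

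For the low cell cycle genes in TPC1 NT replicate 2, an exchange with a siDicer library is argued against by DICER1. It was 1510 in that library, within the 1397 to 2492 of the other TPC1 controls and far from the 246 to 395 of siDicer. DICER1 cannot decide on an exchange with another control library, since D11 NC lay at 1407 to 1536. Depth is argued against as well, since its 17.2 M reads lie within the range of the other TPC1 control libraries. A shared effect of replicate 2 was tested on the S phase list alone, where the other control groups argue against one of that size. Replicate 2 minus the mean of replicates 1 and 3 was -0.58 in TPC1 NT, but -0.069 in TPC1 NC, -0.007 in D11 NT and -0.070 in D11 NC, with a median of -0.069 over these 3. Over all genes, replicate 2 of each TPC1 arm against the rest gave 312 calls. A shared effect of replicate 2 in TPC1 on genes outside the S phase list therefore stays open. So does a difference of that culture, such as its density or growth, which the data do not measure. No biological explanation was tested, as the design gives none within a group. Without this library the TPC1 change of CCNE2 was -0.83 and was called, and the S phase difference between the lines was -0.06.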

How the results depend on the processing

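The siDicer change of DICER1 kept its direction and its call in both lines in each alternative that kept the groups of the descriptions. The tallies that follow leave out groups from the titles, under which no siDicer call was kept. Of the named gene results, 50 kept their direction and side of the threshold and 33 changed in at least 1 alternative. Of the list results, 5 did so and 27 changed. The call counts moved by more than 1.5 times as follows; where no cause is given, the cause was not tested. Without a fold change minimum, which admits smaller changes by construction, siDicer against control gave 1086 higher and 1466 lower in TPC1, 1728 and 2358 in D11, and D11 against TPC1 44 higher. With NT alone as the control, 493 were lower in TPC1 and 1518 higher in D11, where 1537 were lower. With NC alone the counts moved by less than 1.5 times, to 509 and 553 in TPC1 and 703 and 882 in D11. The D11 counts thus depend on which control is used. With a mean of at least 100, which tests fewer genes, D11 siDicer had 820 lower and D11 against TPC1 had 7 and 38. With groups from the titles, 0 genes were called either way in TPC1 and 0 in D11, with 236 and 226 at an unadjusted p under 0.05. Without a filter, which tests more low genes, NC against NT gave 3 higher in TPC1 and 2 and 6 in D11. D11 against TPC1 gave 6 and 41 with NT libraries alone and 4 and 37 with NC libraries alone, which have fewer samples.

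In TPC1, 7 of 9 pairs of libraries with the same number had correlated deviations above 0.1 (0.086 to 0.509), and between the lines 8 of 9 (0.087 to 0.432). All were above 0, but not each passed 0.1, so the numbers were not taken to pair those libraries. With a replicate block, NC against NT gave 300 and 265 in TPC1 and 195 and 120 in D11, and D11 against TPC1 gave 67 and 318. In D11 the block also called DICER1 in NC against NT (adjusted p 0.0460) and changed no other call among the named genes and gene lists. The D11 siDicer counts with the block were 1063 and 1380, with 2202 of the 2212 genes kept.

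Leaving out each library in turn gave 159 to 844 higher and 259 to 1250 lower in TPC1 siDicer, and 592 to 1106 and 782 to 1358 in D11 siDicer, each over 9 fits. NC against NT gave 0 to 20 and 0 to 35 in TPC1, and 0 to 46 and 0 to 55 in D11, each over 6 fits. D11 against TPC1 gave 21 to 29 and 132 to 167 over 12 fits. The lower DICER1 of D11 against TPC1 was not called without D11 NT replicate 1 (-0.58), with NT libraries alone (-0.75) or with NC libraries alone (-0.62). The TPC1 call of CCNA1 was lost without the filter (-2.44), with a pseudocount of 10 (-1.80), with voom, which was added later (-2.60), and against NC alone (-1.47); leaving out libraries gave -2.65 to -2.27.

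The correlation of the lines was 0.943 with a mean of at least 100 and 0.822 to 0.876 over 18 fits without a library each. The correlation of the heterozygous with the knockdown effect was -0.11 with a mean of at least 100 and 0.03 with the control roles exchanged, and it ran from -0.111 to 0.029 over 12 fits.

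Reversals of single genes were of changes that were not called. Against NC alone, CCNE1 (-0.014), CDKN2A (0.009) and CDKN1A (-0.180) turned in TPC1 and CCNE1 (-0.035) in D11, and CCNE1 in D11 ran from -0.040 to 0.140 over 9 fits without a library each. Of the lists, let-7 targets in D11 against TPC1 turned with TMM, which was added after seeing the data for the lists (0.006), and the interferon list in TPC1 with NT alone, also added then (0.022). Over 12 fits without a library each, the D11 against TPC1 medians ran from -0.025 to 0.047 for G2M, -0.034 to 0.018 for let-7 targets and -0.048 to 0.114 for interferon. Over 18 such fits, the differences between the siDicer effects of the lines ran from -0.218 to 0.050 for G2M, -0.306 to 0.050 for S phase, -0.016 to 0.051 for motility, -0.097 to 0.041 for interferon, -0.009 to 0.151 for miRNA pathway and -0.092 to 0.163 for p53 targets.

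Of other changes to named genes, leaving out a library gave 20 weaker and 3 stronger, no filter 8 weaker, NC alone 4 weaker and 2 stronger, NT alone 1 weaker and 3 stronger, and voom 4 weaker. RLE scaling, a pseudocount of 10 and removal of GC and length trends, without and with the block, gave 1 weaker each, NT libraries alone and NC libraries alone 2 weaker each, and a fit of all 18 libraries and the block 1 stronger each. Of the lists, leaving out a library gave 4 weaker and 4 stronger, fry 6 weaker and 2 stronger, an estimated correlation 14 weaker, NC alone 1 weaker and 1 stronger, and NT alone and no filter 1 stronger each. Depth limits the low genes: LUM and EMC10 in D11, COL6A5 in NT and CCNA1 in D11 siDicer were near the floor of 3 reads. The size of their changes is thus not fixed by these libraries.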

Other observations

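The tests of competition between siRNA and miRNAs were rewritten after a first result was seen, the reading of the tests of miRNA target release and loss of miRNAs was changed, and the count of families at the ends of the ranking added, after their values were seen, and the minimum number of genes per site was raised after a first look. DICER1, cyclin values and principal components had been seen before the other tests were written, but call counts and site ranks had not.

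Other splits of the same libraries were compared with the real ones. For siDicer against control in TPC1, 1 of 84 splits, the real one, gave as many calls as the 1363 observed, and the highest other split, replicate 2 of each arm against the rest, gave 312. In D11 it was 1 of 84, against 2212 calls and 177 in the highest other split. Among the 27 D11 splits with 1 library of each number in the smaller group, the real one alone gave as many. The 3 NT libraries against the rest gave 177 and the 3 NC libraries 29, and the remaining splits, which mix the arms, gave 0. For NC against NT, 1 of 10 splits gave as many calls in TPC1 and 1 of 10 in D11. With 10 splits the share cannot go below 0.1, so these say little. For D11 against TPC1, 2 of 100 splits gave as many calls. The other split set NT replicate 1 and NC replicates 1 and 3 of both lines against the rest and gave 755 calls, so it follows replicate and arm and not the line. For the interaction, any split reaches the 0 calls observed, so the 100 of 100 that did say nothing. Its 133 genes at an unadjusted p under 0.05 were 0.693% of those tested, where chance gives 5%, or 959 genes. With the 6 groups as terms there were 171, and with the replicate block as well 338. The interaction test was thus stricter than its threshold states, and 0 calls do not show that the lines responded alike.

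Technical trends were tested for the siDicer calls. With GC content and transcript length trends removed in each library, 1308 genes were called in TPC1 and 2076 in D11, so these trends do not carry the counts. Among genes with a mean of at least 100, 7.64% were called in TPC1 and 12.4% in D11, so the calls are not gathered in low genes where differences of depth matter most.

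The genes lower in siDicer shared a sequence in their 3' untranslated regions. Of all ranked 7-base words, AATCTAA had the lowest z in TPC1 (-14.5, 1675 genes) and in D11 (-13.1, 1654 genes), and CAATCTA the next. AATCTAA ranked lowest in 6 of 6 siDicer libraries. A single shuffle of the TPC1 changes between NC and NT gave z scores no lower than -4.02. A shuffle understates the range of real comparisons: D11 against TPC1 in controls, which sets no siRNA against another, reached -7.97 (TATCGGC). The 8-base word that joins them, CAATCTAA, occurs in the coding sequence of DICER1 exon 10, at 95116556 to 95116563 on chromosome 14. Of all possible 8-base words, 13.6% occur in the DICER1 transcript. Among lower calls with an annotated region, 241 of 598 in TPC1 had a site, where 90.8 were expected from region lengths, and 249 of 918 in D11, where 107.7 were expected; 0 of 10000 draws reached either count. The sites were picked as the words with the lowest z in these same comparisons. The counts thus give the share of lower calls with a site and are not separate evidence for pairing. Among higher calls the sites were fewer than expected, 66 against 97.7 in TPC1 and 134 against 169.1 in D11. Off-target pairing of the seed of the siRNA against Dicer1 is a candidate explanation for this part of the lower genes. The siRNA sequence was not used here, so the match to its seed was not tested, and a single siRNA leaves the sites and the loss of Dicer1 without an independent comparison.

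The fall of the cell cycle lists was then tested for the same sites. The 88 genes of the S and G2M lists without either site had medians of -0.49 in TPC1 and -0.58 in D11, and 0 of 10000 random sets matched on expression were as low. Direct pairing at these sites in the list genes is thus argued against as the whole cause. An indirect effect, through off-target genes upstream of the cell cycle, stays open and was not tested, and so does the loss of Dicer1 itself.

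The negative control siRNA left a trace of the same kind. Among genes lower in NC than in NT, GCAACCA led in TPC1 (z -11.2) and TGCAACC, which overlaps it by 6 bases, in D11 (z -12.4). TGCAACC ranked lowest in 5 of 6 NC libraries. These values are consistent with seed pairing of the negative control siRNA. A related word, AGCAACC, led the genes higher in siDicer than in the pooled control group (z 5.96 in TPC1 and 5.77 in D11). These z scores are little above the 5.41 that another word reached in D11 against TPC1 controls. The z of AGCAACC was 2.08 and 2.36 against NT alone and 9.95 and 8.98 against NC alone. Part of the genes higher in siDicer may therefore be genes lowered by the negative control siRNA in the control group. In single siDicer libraries GCAACCA was also high, with z scores of 3.02 to 4.55. TGCAACC was not, with z scores of -2.81 to 0.52, so the words do not all go with this reading.

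Release of miRNA targets was tested with sites of 26 broadly expressed miRNA families. Among the genes of siDicer against control, their median percentile among all 7-base words was 54.9 in TPC1 and 66.7 in D11, where 95% of random sets lay under 65.2. Sites of 6 tissue-restricted families, which should not respond, ranked at 83.1 and 84.0. Against NT alone the broad families were at 70.6 in TPC1 and 78.1 in D11, which 125 and 3 of 10000 random sets reached, and the restricted families at 91.0 and 89.8. Release therefore cannot be told apart, in either line, from whatever raised the restricted families. Against NC alone the broad families had medians of 52.3 in TPC1 and 53.9 in D11 and the restricted families 70.5 and 82.8, but the broad families went both ways there. In TPC1 8 of the 26 lay above percentile 90 and 3 below 10, and in D11 9 and 4, where 2.6 are expected at each end; 30 and 6 of 10000 random sets had as many above 90. The sites of miR-30, miR-29, miR-24, miR-15/16, miR-19, miR-34, miR-22 and miR-182 were above 90 in both lines, and those of miR-17/20, miR-10 and miR-146 below 10 in both. Of the 6 restricted families, 1 and 2 lay above 90. A median over families that go both ways leaves loss of miRNAs through the knockdown open, and it cannot be told apart from whatever raised the restricted families. The let-7 site was at percentiles 32 and 28 against NC alone although the let-7 target list rose, and was singled out after its values were seen.

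The broad families ranked high in NC against NT, at 87.9 in TPC1 and 93.5 in D11, so the transfected siRNA may have competed with miRNAs. Restricted families ranked at 89.3 and 88.1 there, and exchanging the classes gave differences as large in 5739 and 2998 of 10000 permutations. Competition therefore cannot be told apart from a general trend of such sites.

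Loss of a chromosome segment in the D11 clone was tested as a source of the genes lower in D11 than in TPC1. Of 284 windows of 10 Mb, the lowest median was -0.19, on chromosome 8, and 0 of 284 lay beyond all of 1000 shuffles, whose lowest was -0.21. A segment lost from 1 of 2 copies is thus argued against at this window size. Shorter losses were not tested.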
